A study of Mus musculus with 9 samples. Its data were reported in "Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve" (2015).

How the data were processed

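RNA from 3 samples of auditory nerve tissue, 3 of cultured auditory nerve cells and 3 of neurospheres had been hybridised to Affymetrix mouse genome expression arrays. The deposited values are log2 signals, which the authors made from the scanned arrays by RMA in Affymetrix Expression Console, per the labels. The labels also name MAS5, and they state no version of these tools. The deposited table was used as it stood, so alternatives with a pseudocount, meant for linear values, did not apply. The median signal of an array was 6.15 to 6.27 (log2).

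The table held 45101 probe sets, of which 64 were controls. Of the other 45037, 34945 named 1 gene, 932 named several and 9160 named none. A gene table for the mouse assembly GRCm38.p6 served only to bring symbols up to date, and 204 symbols were kept as given. Each of the 18193 genes was represented by the probe set with the highest mean over the 9 arrays among those that named only that gene. The choice mattered for the 9010 genes with more than 1 probe set.

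Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, default prior) on the 6 arrays of each comparison. The comparisons were neurospheres against tissue, cultured cells against tissue, and neurospheres against cultured cells. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a fold change over 1.5. An F test over all 9 arrays used the adjusted p alone. The study's methods name Student's t-test, and limma took its place because 3 arrays per group give a poor estimate of the spread of a gene. The stemness list held 504 probe sets, a number that differs from the count of genes given by the study, for a reason that is not known. It was tested over all probe sets at an adjusted p under 0.05. It was compared with other probe sets by Fisher's exact test, with 10000 random lists matched on mean expression, and by camera.

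The 26 gene lists were peripheral myelin, immature and repair Schwann cell, oligodendrocyte, astrocyte, spiral ganglion neuron, fibroblast and matrix, smooth muscle and pericyte, endothelial, macrophage and microglia, blood and bone marrow, bone and cartilage, cochlear epithelium and lateral wall, melanocyte, cell cycle, neural stem and progenitor, the RT-PCR panel of the study, neural crest, pluripotency, Notch signalling, histone deacetylase, cholesterol synthesis, FGF and EGF feedback, hypoxia and glycolysis, interferon response, immediate early and stress, and sex-linked genes. They came from textbook knowledge and, for the RT-PCR panel, from the assays that the study names. Of their 397 memberships, 23 were not analysed here. Lists were tested with limma's camera at a preset correlation between genes of 0.01, and the p-values were adjusted over 78 tests (26 lists in 3 comparisons). Camera with an estimated correlation and fry were run beside it. Of the 78 tests, 28 passed with the preset correlation, 10 upward and 18 downward, and none with an estimated correlation, where the lowest adjusted p was 0.127.

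The lists, tests, thresholds, alternatives and the rule for named genes were chosen before the data were examined. The rule took, for each comparison, the 10 genes with the largest rise and the 10 with the largest fall among those that passed and whose groups did not overlap, without predicted genes. It added up to 4 members of each list with the largest change, members that went against the rest of their list, a fixed set of markers, and the 5 stemness probe sets with the largest change in each direction. The fixed markers used were Sox2, Nes, Vim, Gfap, Ngfr, Sox10, S100b, Tubb3, Map2, Acta2, Mbp, Mki67, Hdac1, Hdac2 and Foxd3, with Dll1, Hes1, Jag1 and Hey1 between neurospheres and cultured cells.

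Alternatives were other scalings between arrays (the median of the more highly expressed genes, hybridisation controls, quantiles), every probe set on its own, the mean of the probe sets of a gene, leaving out probe sets marked as shared, leaving out the 40% of genes with the lowest expression, a fit to all 9 arrays, a trended robust prior, the methods' t-test, other fold thresholds, the replicate number as a block, and leaving out each array in turn. An alternative without cell cycle genes in the stemness list was added after seeing the data. Centring on hybridisation controls gave p-values that did not follow the spread of sex-linked genes in the comparisons with tissue. Xist, with a tissue SD of 3.22, had an adjusted p of 3.41e-52 (limma) in cultured cells against tissue. Calls gained or lost under that centring in those comparisons therefore decide nothing.

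The pipeline was tested on simulated data of 18193 genes with 200 changed genes per comparison. Of genes changed by 1 (log2), 80% were recovered for neurospheres against tissue, 90% for cultured cells against tissue and 94% for neurospheres against cultured cells. Of those changed by 2, 98%, 100% and 97% were recovered. False calls made up 3.78%, 1.55% and 2.05% of all calls. These rates hold for 200 changed genes. They need not carry over to the data, where 7762, 7718 and 3259 genes passed. No 2 arrays were duplicates, since the SD of the difference between replicates was 0.19 to 0.32. The labels do not say whether replicates were separate animals or cultures, so the p-values measure only the spread between these samples.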

Results

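Gene expression was measured in 9 samples that derived from the auditory nerve of CBA/CaJ mice, adults of both sexes between 8 and 12 weeks old. There were 3 samples of dissected nerve tissue, 3 of cultured nerve cells and 3 of neurospheres, which are clusters of cells that grow in serum-free medium with growth factors. The cultured cells came from dissociated nerve and reached confluency in 5 to 7 days in medium with 10% serum. The neurospheres came from such cultures after 12 more days in medium with heparin at 2 µg/ml, FGF at 10 ng/ml and EGF at 20 ng/ml. Each array reported 45101 probe sets, and 18193 genes were tested with 1 probe set each. The labels do not say whether the 3 samples of a group came from separate animals or cultures. The p-values therefore measure only the spread between these samples, which may be technical. Xist, expressed from the inactive X chromosome of females, was at 12.04, 6.25 and 11.61 (log2) on tissue arrays 1 to 3. On neurosphere arrays 1 to 3 it was at 5.85, 12.8 and 8.97. These values argue against 3 arrays of 1 RNA sample in tissue and in neurospheres. The cultured cells, at 12.69 to 12.8, did not decide this. The number of arrays limits the precision of every value.

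Tissue stood apart from both kinds of culture on the first principal component, which held 80.4% of the variance between arrays, and the cultured cells stood apart from the neurospheres on the second, which held 15.7%. Arrays of 1 group correlated at r = 0.993 to 0.997 across genes, which are not independent replicates. The correlation across genes was 0.843 to 0.856 between neurospheres and tissue, 0.852 to 0.861 between cultured cells and tissue, and 0.959 to 0.966 between neurospheres and cultured cells. The median SD between replicate arrays was 0.11 (log2) in tissue, 0.10 in cultured cells and 0.12 in neurospheres. The actin control probe set at the 3' end of the transcript exceeded the one at the 5' end by 2.71 ± 0.34 (log2, SD, n = 3) in tissue, 0.36 ± 0.037 in cultured cells and 0.70 ± 0.15 in neurospheres. For Gapdh the same difference was 1.98 ± 0.46, 0.19 ± 0.037 and 0.41 ± 0.12. This measure of RNA integrity moved with every gene group that differed between tissue and the cultures.

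**Figure D1:**
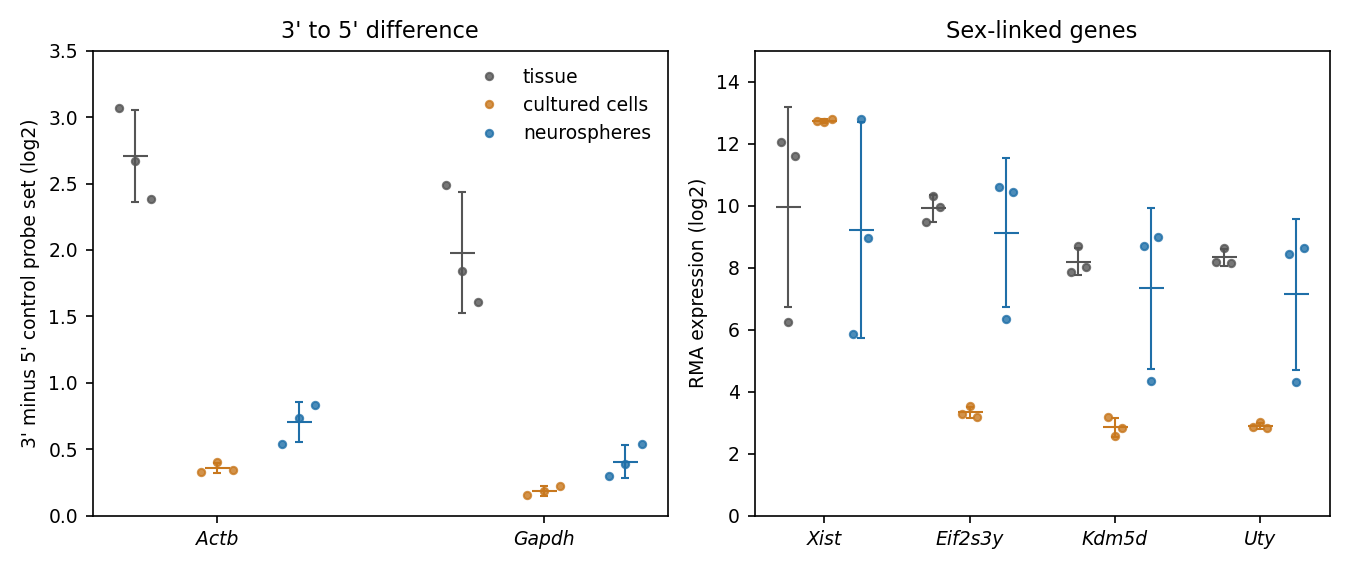
Left, the difference between the 3' and 5' control probe sets of actin and Gapdh (y axis, log2) on the 3 arrays of each group, with bars for the mean ± SD; tissue averaged 2.71 for actin against 0.36 in cultured cells and 0.70 in neurospheres. Right, RMA expression (y axis, log2) of Xist and 3 Y-linked genes on the same arrays, where Eif2s3y lay between 3.19 and 3.53 on the cultured cell arrays and between 6.35 and 10.6 on the neurosphere arrays.

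The first comparison set neurospheres against nerve tissue. Mmp3, a matrix metalloproteinase, rose from 4.12 ± 0.27 to 13.73 ± 0.033 (log2, SD, n = 3 arrays per group), a log2 fold change of 9.61. Genes of neurons and of myelinating glia fell. Nefh, the heavy neurofilament subunit of axons, had a log2 fold change of -9.30 (SE 0.084), and Mbp, myelin basic protein, one of -6.29 (SE 0.18). Nefh was at 13.163 on all 3 tissue arrays (SD 0), so its SE may understate the spread. Of the 18193 genes, 7762 passed the test (limma, Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5), of which 3945 rose and 3817 fell. With centring on the more highly expressed genes 3525 rose and 4160 fell, and with centring on hybridisation controls 4282 rose and 3580 fell.

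The 10 largest rises in neurospheres included Mmp13, a collagenase, with a log2 fold change of 8.32 (SE 0.15). The chemokines Ccl2, Ccl7 and Cxcl5, which attract leukocytes, rose by 8.26, 7.12 and 7.08. Ereg, a ligand of the EGF receptor, rose by 7.65 and Il6, an inflammatory cytokine, by 6.65 (SE 0.65). Serpinb2, a protease inhibitor, rose by 6.92, and the acute phase genes Hp and Saa3 rose by 6.89 and 6.49. The 10 largest falls were led by Otos, the gene for otospiralin of the cochlear lateral wall and spiral limbus, at -9.72 (SE 0.091). After Nefh came Spock3 at -8.84, Kcnk1, a potassium channel, at -8.15, Cadps, which primes vesicles for release, at -8.06, and Fam107a at -8.03. Chgb (chromogranin B), Zfp804a and Glra3, a glycine receptor subunit, had falls of 7.94, 7.90 and 7.89. In neurospheres Spock3, Zfp804a and Glra3 averaged 2.82, 3.12 and 2.80, the level of the Y-linked genes on the cultured cell arrays (2.56 to 3.53). At that level, which the tissue means of Ereg (3.06) and Il6 (3.18) share, the size and rank of a fold change depend on the background.

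Of 14 measured peripheral myelin genes, 12 fell in neurospheres, none rose and 2 did not pass (median log2 fold change -3.79). Ugt8a and Fa2h, enzymes of myelin galactolipid synthesis, fell by 7.84 and 5.97 on the log2 scale, and Mal fell by 5.99. The list was lower than other genes by camera, a gene set test (adjusted p = 4.31e-08 with the preset correlation and adjusted p = 0.127 with an estimated correlation). Of 18 genes of immature and repair Schwann cells, 10 fell, 3 rose and 5 did not pass (camera adjusted p = 0.0355 and adjusted p = 0.494 with an estimated correlation). The call for that list was lost with centring on the more highly expressed genes (adjusted p = 0.0519) and with all 9 arrays fitted together (adjusted p = 0.0574). Sox10, a transcription factor of the glial lineage, fell from 11.35 ± 0.11 to 7.50 ± 0.35 (SD, n = 3), S100b fell by 5.55 on the log2 scale, and Ngfr, the p75 receptor, fell by 1.38. Gap43, a growth cone protein, rose by 3.96, as did the growth factor genes Gdnf and Artn by 1.27 and 0.88. The mean of the probe sets of Ngfr gave -0.45, under the fold threshold, since its 2 other probe sets, which averaged 4.11 and 4.43 over the arrays, had log2 fold changes of 0.085 and -0.046.

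The genes of oligodendrocytes and astrocytes fell as well. Of 10 oligodendrocyte genes, 9 fell and none rose, among them Ermn at -5.35 and Olig1 at -5.09 (median -4.21, camera adjusted p = 2.96e-05 and adjusted p = 0.187 with an estimated correlation). Of 9 astrocyte genes, 7 fell and none rose, among them Aqp4, a water channel, at -7.72 and Aldoc at -4.60 (median -2.19, camera adjusted p = 0.000626 and adjusted p = 0.187 with an estimated correlation). Gfap, an intermediate filament of astrocytes and of nonmyelinating glia, fell by 1.72 on the log2 scale. For Slc1a3, a glutamate transporter of the astrocyte list that was named after its values were seen, the probe set used fell by 0.93 while 3 others rose by 2.27, 0.75 and 0.81.

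Of 22 genes of spiral ganglion neurons, which are the neurons of the auditory nerve, 18 fell, 1 rose and 3 did not pass (median -5.33). The calcium-binding protein genes Calb2 and Pvalb fell by 7.75 and 7.67, Nefl fell by 7.73, and the neuronal cytoskeleton genes Map2 and Tubb3 fell by 4.92 and 4.16. The list was lower than other genes (camera adjusted p = 2.85e-10 and adjusted p = 0.135 with an estimated correlation). The member that rose was Ntrk2, the receptor of brain-derived neurotrophic factor, at 1.37, but 3 others of its probe sets fell, by 3.52 to 5.80, and the mean of its probe sets was -1.46 (adjusted p = 0.000256).

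Markers of fibroblasts and matrix went the other way. Of 18 measured, 15 rose, 1 fell and 2 did not pass (median 2.36, camera adjusted p = 2.96e-05 and adjusted p = 0.226 with an estimated correlation). Tnc, the matrix glycoprotein tenascin C, rose by 6.01 (SE 0.26), Col5a1 by 3.17 and Lox, a collagen cross-linking enzyme, by 3.15. The member that fell was Thy1, a surface protein that neurons also carry, at -4.05. Of 11 genes of smooth muscle and pericytes, 3 rose, 4 fell and 4 did not pass (camera adjusted p = 0.845). Acta2, smooth muscle actin, fell by 3.49 while Tpm2 and Actg2 rose by 2.75 and 2.64. The probe set chosen for Acta2 can be shared with related actins, and another probe set without that mark had a log2 fold change of -0.15 (adjusted p = 0.413).

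Cell cycle genes rose almost without exception. Of 27 measured, 26 rose, none fell and 1 did not pass (median 3.00, camera adjusted p = 1.09e-10 and adjusted p = 0.33 with an estimated correlation). Mki67, a proliferation marker, rose from 4.90 ± 0.17 to 9.71 ± 0.26 (SD, n = 3), Bub1 and Birc5 of the mitotic apparatus rose by 5.49 and 5.19, and Top2a rose by 5.15. Of 11 targets and feedback regulators of FGF and EGF signalling, 9 rose and none fell (median 2.21, camera adjusted p = 0.000385 and adjusted p = 0.318 with an estimated correlation). Fosl1, Dusp6, Etv5 and Etv4 rose by 3.51, 3.36, 2.94 and 2.93.

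The list of neural stem and progenitor genes moved in both directions, with 6 of 19 rising, 4 falling and 9 not passing (median 0.085, camera adjusted p = 0.657). Nes, the intermediate filament nestin, rose by 2.39 (SE 0.16), Vim by 2.04, Hes1 by 1.96 and Melk, a kinase of dividing progenitors, by 4.11. Sox2, a transcription factor of neural stem cells and of mature glia, fell from 10.67 ± 0.18 to 7.47 ± 0.53 (SD, n = 3), a log2 fold change of -3.20. Fabp7 and Msi1 fell by 3.42 and 2.14, and Notch1 fell by 1.20. Of the 19 genes for which the study names RT-PCR assays, 5 rose, 11 fell and 3 did not pass (camera adjusted p = 0.0795). The study reported RT-PCR for injured nerve, not for these samples, and with changes in both directions. A test for 1 common direction therefore says little about this panel. Calb1 (taken here for the Calb that the study names), Shh and Fgf10 of that panel fell by 7.55, 4.43 and 3.48. Of 17 neural crest genes, 6 rose and 4 fell (camera adjusted p = 0.244), with Cdh6 at 3.42, Snai2 at 2.90 and Zic1 at -1.83. Foxd3 had a log2 fold change of 0.22 (SE 0.13, limma adjusted p = 0.166). Of 12 pluripotency genes, 1 rose and 2 fell (camera adjusted p = 0.827), the riser being Myc at 1.79.

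**Figure D2:**
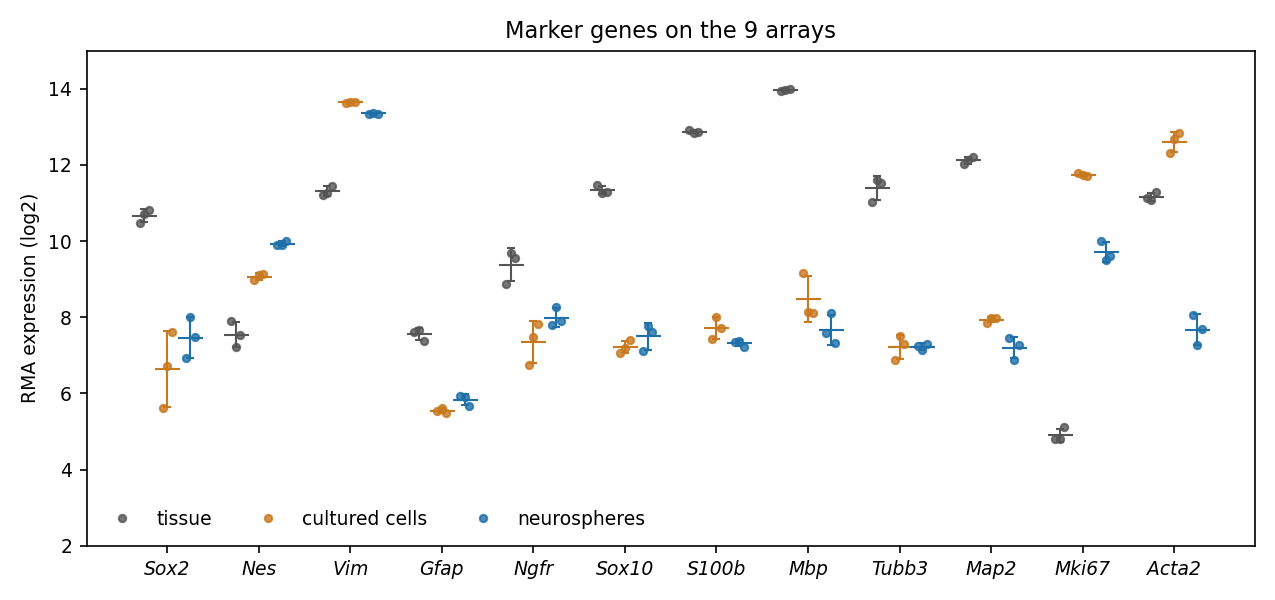
RMA expression (y axis, log2) of 12 marker genes on the 9 arrays, with points for single arrays and bars for the mean ± SD of the 3 arrays of a group. Sox2 averaged 10.67 in tissue, 6.64 in cultured cells and 7.47 in neurospheres, while Nes averaged 7.54, 9.07 and 9.93.

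Of 15 genes of macrophages and microglia, 11 fell and 1 rose (median -1.82, camera adjusted p = 0.000437 and adjusted p = 0.564 with an estimated correlation), a call lost with the dimmest 40% of genes left out (adjusted p = 0.178). Csf1r, the receptor of macrophage growth factor, fell by 4.46, and the riser was Cd14, a receptor of bacterial lipopolysaccharide, at 3.30. Of 15 genes of the cochlear epithelium and lateral wall, 10 fell and none rose (median -1.56, camera adjusted p = 2.94e-05 and adjusted p = 0.135 with an estimated correlation), with Slc26a4 at -5.10 beside Otos. Of 11 endothelial genes, 7 fell and 3 rose (camera adjusted p = 0.08), with Cldn5 at -4.02, Vwf at -3.94 and Emcn at 1.66. Of 12 genes of blood and bone marrow, 6 fell and 1 rose (camera adjusted p = 0.137), with S100a9 at -4.54 and Camp at 2.97. Of 8 genes of bone and cartilage, 4 fell and 2 rose (camera adjusted p = 0.241), with Acan at -4.55 and Col2a1 at 1.90. Of 7 melanocyte genes, 2 fell and none rose (camera adjusted p = 0.155), with Dct at -1.12.

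Among the remaining lists, 5 of 29 Notch pathway genes rose and 8 fell (camera adjusted p = 0.519), with the target genes Hey2 and Hey1 at -5.42 and -2.45 and Adam17 at 1.86. Of 11 histone deacetylases, 5 rose and 1 fell (camera adjusted p = 0.467). Hdac1 rose by 0.75 and Hdac11 fell by 2.95, while Hdac2 had a log2 fold change of 0.13 (limma adjusted p = 0.256). A probe set of Hdac2 that is not marked as shared gave 0.82 (adjusted p = 0.000504). Of 15 cholesterol synthesis genes, 8 rose and 1 fell (camera adjusted p = 0.0666), with Fdps at 2.65 and Srebf2 at 1.76. Of 16 genes of hypoxia and glycolysis, 7 rose and 5 fell (camera adjusted p = 0.845), with Vegfa at 2.69, Ldha at 2.06 and Ndrg1 at -3.76. Of 13 immediate early and stress genes, 7 rose and 2 fell (camera adjusted p = 0.0666), with Ier3 at 4.82, Fos at 3.54 and Hspa1a at -1.16. Of 11 interferon response genes, 6 rose and none fell (camera adjusted p = 0.371), of which Bst2 rose by 2.31 (SE 0.26). None of the 4 measured sex-linked genes passed (camera adjusted p = 0.769). With centring on hybridisation controls all 4 passed, Uty at -1.13, Kdm5d at -0.81, Eif2s3y at -0.72 and Xist at -0.70. These calls decide nothing, since that fit did not follow the genes' own spread. Xist had an SD of 3.22 in tissue and 3.48 in neurospheres, yet an adjusted p of 0.00497 (limma). Without neurosphere replicate 2, Eif2s3y passed in the other direction (0.61, limma adjusted p = 0.0488). Adjusted over the list alone, 1 interferon gene and 8 immediate early genes rose, and the counts of the other 24 lists were the same as over all genes.

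Calls for 3 of the interferon genes depended on which arrays were used and on the test. Without tissue replicate 2, tissue replicate 3 or neurosphere replicate 2, Cxcl10 did not pass (limma adjusted p = 0.058, 0.111 and 0.0845). Irf7 did not pass without tissue replicate 2 or 3 (limma adjusted p = 0.0827 and 0.107). Usp18 did not pass without any 1 of 5 of the 6 arrays (limma adjusted p = 0.0505 to 0.133), the exception being neurosphere replicate 1. Usp18 also did not pass with centring on the more highly expressed genes (0.0576), all 9 arrays fitted together (0.0756) or the replicate block (0.0528). The methods' t-test called none of the 3, with or without adjustment. Some lists without a call passed under other settings, of which centring on hybridisation controls is limited as described above. The RT-PCR panel passed without neurosphere replicate 2 (camera adjusted p = 0.0366) and with centring on hybridisation controls (0.00218), and the cholesterol list without neurosphere replicate 2 (0.00819) and with centring on the more highly expressed genes (0.0449). The immediate early list passed without neurosphere replicate 1 (0.0448) or 3 (0.0128), with the replicate block (0.0433), and with centring on the more highly expressed genes (0.038) or hybridisation controls (0.000157). The endothelial list passed with centring on hybridisation controls (0.0166) and, at an adjusted p that rounds to 0.05, with the mean of the probe sets of a gene.

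The stemness list used in the study, which was compiled elsewhere and not on these samples, mostly rose. Of its 504 probe sets, 357 (70.8%) differed between neurospheres and tissue (limma, adjusted p under 0.05 with no fold threshold), of which 293 (82.1%) rose and 64 (17.9%) fell. Adjusted over the list alone, 367 differed. With centring on hybridisation controls 281 differed, 242 up and 39 down, and with centring on the more highly expressed genes 334 differed, 258 up and 76 down. The methods' t-test without adjustment gave 369, 297 up and 72 down. Cyclin D1 (Ccnd1), which drives entry into the cell cycle, had the largest rise at 4.51 (SE 0.16), followed by Fkbp11, Rasa1, Abcb1b and Rab18 at 4.46, 4.33, 4.31 and 4.18. The largest falls were those of Fhl1 at -3.92, Slc38a2 at -2.09, Gas2 at -1.99, Gab1 at -1.88 and Coprs at -1.79. Of the 44533 other probe sets, 56.9% differed and 54.8% of these rose, so the list held more rising members than the rest of the array (Fisher's exact test, 6.47e-27, over probe sets that are not independent). The list median of 0.41 lay above that of all 10000 random lists of the same size and mean expression, of which the highest was 0.27. Many list members are probe sets of the same gene, and the random lists were not matched on this. Their medians may therefore spread too little. By camera the list was higher than other probe sets with the preset correlation (p = 4.79e-07), and p = 0.0665 with an estimated correlation. With 1 probe set per gene, 148 of 201 genes differed and 119 of them rose (80.4%, against 52.9% of other genes).

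The same list was also higher in cultured cells than in tissue, and its balance between the kinds of culture was even. Against tissue, 387 of its probe sets differed in cultured cells, 306 up and 81 down, with a median of 0.47 (394 adjusted over the list alone, camera p = 2.29e-07, and p = 0.0553 with an estimated correlation). Between neurospheres and cultured cells 186 differed, 85 up and 101 down, with a median of -0.023 (193 adjusted over the list alone, Fisher's exact test 0.461, camera p = 0.425). The 3' to 5' control differences of tissue lay above those of both cultures, and so moved with the list.

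**Figure D3:**
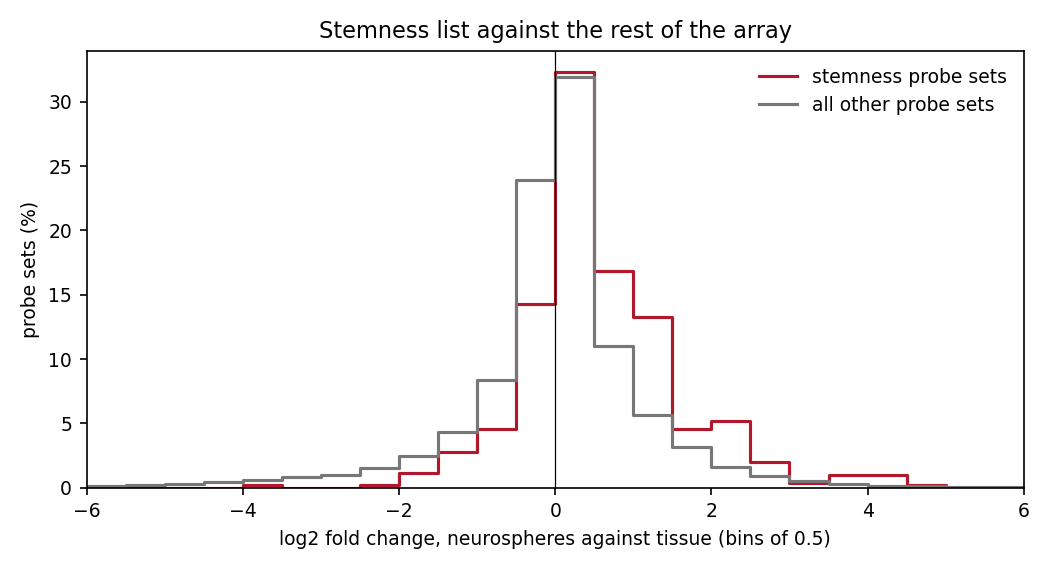
Share of probe sets (y axis, %) by log2 fold change between neurospheres and tissue (x axis, bins of 0.5, shown from -6 to 6) for the 504 stemness probe sets and the 44533 other probe sets. The stemness line lies to the right of the line of the other probe sets, with a median of 0.41.

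The second comparison set cultured cells against tissue. Mki67 rose from 4.90 ± 0.17 to 11.74 ± 0.040 (log2, SD, n = 3 arrays per group), and Sox10 fell from 11.35 ± 0.11 to 7.22 ± 0.16. Of the 18193 genes, 7718 passed (limma), of which 3707 rose and 4011 fell. The share that rose, 48.03%, was 59.85% when each array was centred on its hybridisation controls and 40.19% with centring on the more highly expressed genes. These centrings shifted the median of all genes by 0.21 and -0.13 (log2), so changes near the fold threshold depend on the scaling.

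The largest rise belonged to Ptx3, the secreted pentraxin 3, at 7.28 (SE 0.11), and Sfrp2, a secreted Wnt modulator, rose by 7.18. The mitotic genes Bub1, Birc5, Top2a and Ube2c rose by 7.11, 6.92, 6.83 and 6.73. Tnc rose by 6.90, the smooth muscle actin gene Actg2 by 6.67 and Elobl by 6.97. The largest falls were of Otos at -9.54, the synaptic gene Snap25 at -9.05, Nefh at -8.93 and Vsnl1, a neuronal calcium sensor, at -8.15. All 27 measured cell cycle genes rose (median 4.85, camera adjusted p = 2.07e-15 and adjusted p = 0.216 with an estimated correlation).

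Of 14 peripheral myelin genes, 12 fell and none rose (median -3.90, camera adjusted p = 4.2e-07 and adjusted p = 0.327 with an estimated correlation), with Fa2h at -6.16, Mal at -5.56 and Mbp at -5.49. Of 18 genes of immature and repair Schwann cells, 10 fell and 3 rose (camera adjusted p = 0.0485 and adjusted p = 0.494 with an estimated correlation), with S100b at -5.15, Ngfr at -2.03 and Gap43 at 3.05. That call was lost without tissue replicate 1 (adjusted p = 0.0669) or tissue replicate 3 (adjusted p = 0.0559), with centring on the more highly expressed genes (0.0992), with the mean of the probe sets of a gene (0.0778) and with the dimmest 40% of genes left out (0.0512). Of 10 oligodendrocyte genes, 9 fell (median -4.82, camera adjusted p = 2.96e-05 and adjusted p = 0.135 with an estimated correlation), with Olig1 at -5.78. Of 9 astrocyte genes, 8 fell (median -2.22, camera adjusted p = 7.37e-05 and adjusted p = 0.226 with an estimated correlation), with Aqp4 at -7.57. Of 22 spiral ganglion neuron genes, 20 fell (median -4.28, camera adjusted p = 4.04e-10 and adjusted p = 0.127 with an estimated correlation), with Calb2 at -7.99 and Pvalb at -7.84. No member of these last 3 lists rose.

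Of 18 fibroblast and matrix genes, 11 rose and 2 fell (median 1.54, camera adjusted p = 0.000437 and adjusted p = 0.473 with an estimated correlation), with Col5a1 at 3.94, Lox at 3.76 and Dcn at -1.09. Of 11 genes of smooth muscle and pericytes, 8 rose and 2 fell (median 1.54, camera adjusted p = 0.00437 and adjusted p = 0.532 with an estimated correlation). Tagln, Tpm2 and Cnn1 of the contractile apparatus rose by 3.44, 3.40 and 3.23 and Acta2 by 1.44, whereas Myh11 fell by 2.22. Immediate early genes rose in 10 of 13 cases and fell in 2 (median 1.88, camera adjusted p = 0.00109 and adjusted p = 0.29 with an estimated correlation), with Fos at 4.78 and Egr1 at 3.90. Of 11 FGF and EGF feedback genes, 5 rose and none fell (camera adjusted p = 0.00504 and adjusted p = 0.318 with an estimated correlation), with Fosl1 at 2.67. Of 15 cholesterol synthesis genes, 9 rose and none fell (camera adjusted p = 0.0236 and adjusted p = 0.564 with an estimated correlation), with Fdps at 2.68. That call was lost with centring on hybridisation controls (adjusted p = 0.0626), the mean of the probe sets of a gene (0.147), the dimmest 40% of genes left out (0.141) and all 9 arrays fitted together (0.0575).

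Of 15 genes of macrophages and microglia, 11 fell and 1 rose (median -2.05, camera adjusted p = 0.00103 and adjusted p = 0.564 with an estimated correlation), with Csf1r at -3.71, a call lost with the dimmest 40% of genes left out (adjusted p = 0.174). Of 15 genes of the cochlear epithelium and lateral wall, 10 fell (median -1.48, camera adjusted p = 2.9e-05 and adjusted p = 0.192 with an estimated correlation), with Slc26a4 at -5.10. Of 12 genes of blood and bone marrow, 8 fell (median -1.02, camera adjusted p = 0.0465 and adjusted p = 0.645 with an estimated correlation), with S100a8 at -4.79. That call was lost without tissue replicate 1 (adjusted p = 0.0583) or cultured cell replicates 2 or 3 (0.0542 and 0.0606), with centring on the more highly expressed genes (0.0621) and with the dimmest 40% of genes left out (0.423). Endothelial genes fell in 8 of 11 cases and rose in 1 (camera adjusted p = 0.0978), and 4 of 7 melanocyte genes fell (camera adjusted p = 0.051). The melanocyte list passed with the replicate block (adjusted p = 0.039), with the mean of the probe sets of a gene (0.0261), without tissue replicate 1 (0.0428) and without cultured cell replicate 1 (0.029), and the endothelial list with centring on hybridisation controls (0.026). With that centring the RT-PCR panel, described next, passed as well (0.000715), and both calls are limited as described above.

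Among the other lists, 5 of 19 neural stem and progenitor genes rose and 7 fell (camera adjusted p = 0.845). Nes and Vim rose by 1.53 and 2.34, while Prom1, Sox2 and Gfap fell by 4.13, 4.03 and 2.02. In the RT-PCR panel 5 rose and 11 fell (camera adjusted p = 0.0978), and in the neural crest list 7 rose and 3 fell (camera adjusted p = 0.399). In the pluripotency list 2 rose and 2 fell (0.919), in the Notch list 6 and 13 (0.289), in the histone deacetylase list 2 and 2 (0.358), in the hypoxia and glycolysis list 6 and 7 (0.89), in the bone and cartilage list 3 and 4 (0.919) and in the interferon list 4 and 1 (0.51, each a camera adjusted p). Hdac1 rose by 0.85, Adm by 5.25 and Col2a1 by 4.08. Hdac2 had a log2 fold change of 0.35, under the fold threshold, and passed without shared probe sets (1.16, limma adjusted p = 8.21e-05). Adjusted over the list alone, 3 interferon genes rose and 1 fell, and the counts of the other 25 lists were the same. Median, mean and test differed in sign for the bone and cartilage, hypoxia and glycolysis, and histone deacetylase lists, none of which was called.

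The Y-linked genes Eif2s3y, Uty and Kdm5d fell by 6.58, 5.44 and 5.35 in cultured cells, and Xist, which is expressed from the inactive X chromosome of females, had a log2 fold change of 2.78 (SE 1.24, limma adjusted p = 0.0766, sex-linked list camera adjusted p = 0.0591). On the cultured cell arrays Xist was 12.69 to 12.8 and Eif2s3y 3.19 to 3.53. The Y-linked genes lay at background level on those arrays, so the sizes of their falls depend on the background. Tissue replicates 1 and 3 had Xist at 12.04 and 11.61 and Eif2s3y at 9.46 and 9.96, and tissue replicate 2 had Xist at 6.25 and Eif2s3y at 10.32. Without tissue replicate 2, the log2 fold change of Xist was 0.92 (limma adjusted p = 0.000382). Xist also passed without tissue replicate 1 (3.81, limma adjusted p = 0.0259) or 3 (3.60, 0.0393) and with the replicate block (0.0434). It passed as well with the mean of its probe sets (3.55, 0.0235) and without shared probe sets (4.05, 0.0259). With centring on hybridisation controls Xist was at 2.98 with a limma adjusted p of 3.41e-52, although its SD in tissue was 3.22. The sex-linked list passed with that centring too (camera adjusted p = 1.84e-06). That fit did not follow the spread of Xist, so neither its call nor that of the list decides anything.

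The third comparison set neurospheres against cultured cells, which differed in medium and time in culture and also in the expression of Y-linked genes, which were low on all cultured cell arrays and higher on all neurosphere arrays. The 3' to 5' difference of the controls was also larger in neurospheres, 0.70 against 0.36 for actin and 0.41 against 0.19 for Gapdh, and so moved with the gene lists that differed here. Acta2 fell from 12.61 ± 0.27 to 7.67 ± 0.40 (log2, SD, n = 3 arrays per group), a log2 fold change of -4.93, and the other probe sets gave -1.99 and -0.17. Mki67 fell from 11.74 ± 0.040 to 9.71 ± 0.26. Of the 18193 genes, 3259 passed (limma), of which 1638 rose and 1621 fell. The share that rose, 50.26%, was 35.04% when each array was centred on its hybridisation controls, which shifted the median of all genes by -0.15, and 54.69% with centring on the more highly expressed genes.

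The largest rise was that of Prg4, the lubricant proteoglycan lubricin, at 7.03 (SE 0.39). The metalloproteinases Mmp3 and Mmp9 rose by 6.10 and 5.23, the ganglioside synthase gene St8sia1 by 5.69, the cytokine Il11 by 5.56 and the chemokine Ccl11 by 5.55. Agtr2, an angiotensin receptor, rose by 5.34, the leukocyte tetraspanin Cd53 by 5.11, and Prom1, a surface marker of several stem cells, by 5.08 (SE 0.34). Tissue means of Prg4, St8sia1 and Prom1 were 11.22, 11.59 and 9.21. These lay nearer to neurospheres (11.78, 12.12 and 10.16) than to cultured cells (4.753, 6.43 and 5.085). Mmp3, Mmp9, Il11, Ccl11, Agtr2 and Cd53 averaged 3.859 to 7.355 in tissue, nearer to cultured cells. The largest fall was that of Aspn at -7.25, followed by Elobl at -6.76, Fmod at -6.48 and Omd at -6.35. Aspn, Fmod and Omd are small matrix proteoglycans. Rspo2, an enhancer of Wnt signalling, fell by 6.33, and the growth factor Bmp4 fell by 5.41. Cyp26b1 and Aldh1a1 of retinoid metabolism fell by 5.71 and 4.94, and Elavl2 fell by 4.89.

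Of 27 cell cycle genes, 25 fell from cultured cells to neurospheres and 1 rose (median -1.56, camera adjusted p = 7.85e-17 and adjusted p = 0.327 with an estimated correlation). Kif11, Plk1 and Cdc20 fell by 1.98, 1.95 and 1.91, and the riser was Ccnd1 at 0.63, which was under the fold threshold without cultured cell replicate 3 (0.58) or neurosphere replicate 2 (0.53), with centring on hybridisation controls (0.48) and with the mean of its probe sets (0.54). Of 11 genes of smooth muscle and pericytes, 7 fell and 1 rose (median -0.66, camera adjusted p = 4.87e-05 and adjusted p = 0.327 with an estimated correlation), with Myl9 at -4.65, Actg2 at -4.03 and Tagln at -3.80. Of 11 FGF and EGF feedback genes, 8 rose and 1 fell (median 1.08, camera adjusted p = 0.00109 and adjusted p = 0.327 with an estimated correlation). Etv4, Dusp6, Spry4 and Spry1 rose by 2.37, 2.14, 2.06 and 1.79, and Il17rd fell by 1.01. Of 8 genes of bone and cartilage, 5 fell and 2 rose (median -0.92, camera adjusted p = 0.0424 and adjusted p = 0.566 with an estimated correlation), with Ibsp at -3.68, Alpl at -3.48 and Dmp1 at 2.36. That call was lost without cultured cell replicate 2 (adjusted p = 0.0507) or 3 (adjusted p = 0.0641), with centring on hybridisation controls (0.0564), with the dimmest 40% of genes left out (0.144) and with the replicate block (0.0659).

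Among markers of neural stem cells and glia, Nes rose by 0.87 (SE 0.084), while Sox2 had a log2 fold change of 0.83 (SE 0.47, limma adjusted p = 0.215), Sox10 one of 0.28 (adjusted p = 0.252) and Ngfr one of 0.65 (adjusted p = 0.0854). Without cultured cell replicate 3 the values were 1.31 for Sox2 (adjusted p = 0.0465) and 0.88 for Ngfr (adjusted p = 0.0324), past the threshold, and Ngfr also passed with the replicate block (adjusted p = 0.0455). Gfap had a log2 fold change of 0.30, S100b one of -0.40, Vim one of -0.30, Tubb3 one of 0.0052 and Mbp one of -0.81 (adjusted p = 0.0728), none of which passed, and Map2 fell by 0.73. Mbp passed with all 9 arrays fitted together (adjusted p = 0.0345), with centring on hybridisation controls (0.00751) and without neurosphere replicate 2 (-1.02, 0.0409), and Map2 was under the fold threshold without neurosphere replicate 2 (-0.57) and with the mean of its probe sets (-0.46). Of the neural stem and progenitor list, 5 of 19 rose and 3 fell (camera adjusted p = 0.769). Beside Prom1, Melk fell by 2.03 and Fabp7 by 1.81. Hdac1 and Hdac2 had log2 fold changes of -0.10 and -0.22, and Foxd3 one of 0.24, none passing.

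In the Notch pathway, which signals between touching cells, 5 of 29 genes rose and 1 fell (camera adjusted p = 0.769). The ligand Dll1 rose by 0.79 (SE 0.18) and the target Hes1 by 0.66 (SE 0.085), and the ligand Jag1 fell by 1.23 (SE 0.096). Hey1, another target, had a log2 fold change of -0.24 (limma adjusted p = 0.125). The receptor Notch4 rose by 1.60. The methods' t-test called Dll1 without adjustment but not with the Benjamini-Hochberg adjustment, which the study did not name (adjusted p of 0.087), and Hes1 was at 0.52 with centring on hybridisation controls, under the fold threshold.

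None of the other lists was called. The counts of rising and falling members, each with the camera adjusted p, were 1 and 2 of 14 for peripheral myelin (0.371), 4 and 2 of 18 for immature and repair Schwann cells (0.333), 2 and 0 of 10 for oligodendrocytes (0.241), 3 and 2 of 9 for astrocytes (0.845) and 5 and 4 of 22 for spiral ganglion neurons (0.916). They were 6 and 6 of 18 for fibroblasts and matrix (0.822), where Col1a1 fell by 3.69 and Lum rose by 2.41, and 2 and 2 of 11 for endothelium (0.845). They were 1 and 3 of 15 for macrophages (0.769), 2 and 0 of 12 for blood and bone marrow (0.289), 1 and 2 of 15 for cochlear epithelium and lateral wall (0.827) and 2 and 0 of 7 for melanocytes (0.0913), where Mitf and Dct rose by 1.93 and 1.32. The melanocyte list passed without cultured cell replicate 1 (camera adjusted p = 0.0365) and with centring on hybridisation controls (0.0344). In the RT-PCR panel 3 rose and 1 fell (0.689), in the neural crest list 2 and 4 (0.874), and in the hypoxia and glycolysis list 4 and 1 (0.591), where Adm fell by 3.70. Immediate early genes rose in 2 cases and fell in 6 (0.155), with Fosb at -3.64 and Ier3 at 2.07. Of the histone deacetylases 1 rose and 1 fell (0.874), Hdac9 at 1.73 and Hdac7 at -1.38, and no member of the pluripotency, cholesterol or interferon lists passed (limma, with camera adjusted p = 0.769, 0.874 and 0.769). Adjusted over the list alone, 3 myelin genes, 2 Notch genes and 1 sex-linked gene fell, and the other counts were the same. Median, mean and test differed in sign for 8 lists without a call, of which the fibroblast and matrix list, with a median of -0.25 and a mean of 0.050, was one.

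The Y-linked genes separated these groups as well. Eif2s3y, Kdm5d and Uty were higher in neurospheres by 5.79 (SE 0.98), 4.48 (SE 1.06) and 4.25 (SE 0.99), and Xist had a log2 fold change of -3.54 (limma adjusted p = 0.0892, sex-linked list camera adjusted p = 0.319). Neurosphere replicates 1 and 3 had Eif2s3y at 10.6 and 10.45 and Xist at 5.85 and 8.97, and neurosphere replicate 2 had Eif2s3y at 6.35 and Xist at 12.8. All 3 cultured cell arrays had Eif2s3y below 3.54 and Xist above 12.6. With the Y-linked genes at background level there, the sizes of their differences depend on the background. Without neurosphere replicate 2, the log2 fold change of Xist was -5.33 (limma adjusted p = 0.00151), and the sex-linked list passed (camera adjusted p = 0.00684). Both passed with centring on hybridisation controls as well (adjusted p = 0.00507 and 0.0147). That adds no support, since under that centring the p-values of Xist did not follow its spread in the comparisons with tissue. The methods' t-test with the Benjamini-Hochberg adjustment called none of Eif2s3y, Kdm5d and Uty (adjusted p = 0.0521, 0.11 and 0.106).

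**Figure D4:**
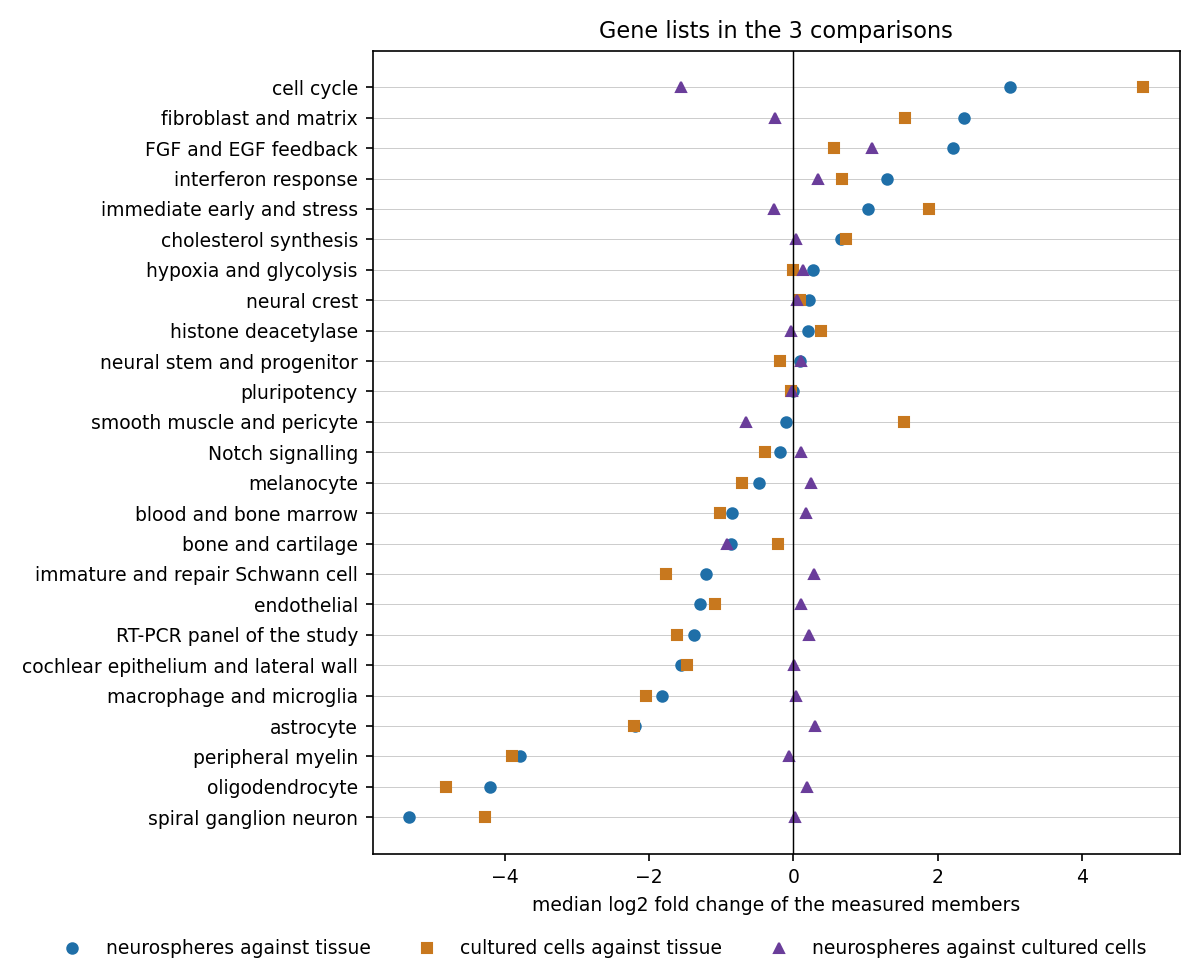
Median log2 fold change of the measured members (x axis) of 25 gene lists (y axis) in the 3 comparisons, 1 point per list and comparison. The cell cycle list lies at 3.00 and 4.85 against tissue and at -1.56 between neurospheres and cultured cells, and the peripheral myelin list lies at -3.79, -3.90 and -0.059.

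Over the 3 groups together, 13001 of 18193 genes (71.5%) differed by limma's F test at an adjusted p under 0.05. Of the 3945 genes that rose from tissue to neurospheres, 2880 also rose from tissue to cultured cells, and of the 3817 that fell 3211 also fell. Independent lists of these sizes would share 803.8 and 841.5 genes. Fold changes of the 2 comparisons correlated across genes at r = 0.878 with a covariance of 1.68, against 0.496 and 0.0099 when unchanged groups were simulated against the same tissue arrays. The simulated groups shared 0 rises and 0 falls on average. These values argue against the noise of the shared tissue arrays as the main source of the excess. The tissue arrays were too few to split, so a small part may still come from them. Only 155 genes changed in opposite directions, against 1648 for independent lists. In neurospheres 919 genes rose against both other groups and 696 fell against both.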

Values the study reported

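The study examined 506 genes of an adult stemness list in neurospheres and auditory nerves, and reported that 346 of them (printed as 68.7%) differed at p < 0.05. Of these 346 genes, it gave 282 (81.5%) as upregulated and 64 (18.5%) as downregulated.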

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

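The stemness count without cell cycle genes was chosen only after the result was seen. With every probe set tested on its own, 17891 passed for neurospheres against tissue, 18254 for cultured cells against tissue, 7685 for neurospheres against cultured cells and 29974 in the F test, as more features were tested. With no fold threshold 11641 genes passed for cultured cells against tissue and 6367 for neurospheres against cultured cells, and with a fold over 2 the 3 counts were 4961, 4901 and 1618, which follows from the threshold. With 1 probe set per gene the stemness count was 148, of 201 members. Of the 78 list tests, 28 passed with the preset correlation, 0 with an estimated correlation and 53 with fry. With the estimated correlation and fry left aside, 7 list calls were lost under some other alternative and 10 lists gained one, and fry called 25 lists that had no call. These losses and gains include centring on hybridisation controls, whose calls are limited as described above. Directions reversed for Ntrk2 (-1.46) between neurospheres and tissue and Sc5d (-0.012, limma adjusted p = 0.905) between cultured cells and tissue with the mean of their probe sets, whose members differ in sign. For Eif2s3y between neurospheres and tissue, the value was 0.61 (limma adjusted p = 0.0488) without neurosphere replicate 2 and -1.52 without replicate 1. The sign turned on replicate 2, where Eif2s3y was at 6.35 against 10.6 and 10.45 on replicates 1 and 3. Why that array was lower was not tested. Leaving out 1 array gave 7647 to 7808, 7721 to 7776 and 3161 to 3369 genes for the 3 comparisons, 12380 to 12837 in the F test, 325 to 342 stemness probe sets and 26 to 32 lists. Without cell cycle genes, 354 of 501 stemness probe sets differed, 290 up and 64 down. The number of arrays limits all of these values.

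With the replicate number as a replicate block, 7777, 7727 and 3253 genes passed in the 3 comparisons, 12885 in the F test, 340 stemness probe sets and 29 lists. Deviations from the group means correlated between arrays of the same number at -0.093, -0.064 and -0.059 for neurospheres against tissue, 0.21, 0.069 and 0.13 for cultured cells against tissue, and -0.10, -0.19 and 0.040 for neurospheres against cultured cells, across genes, which are not independent replicates.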

Other observations

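The second measure of the stemness list, the slope test of the myelin list and the test of the Y-linked genes were chosen only after the result was seen.

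The rise of the stemness list in neurospheres against tissue was weighed against the RNA integrity difference. Within groups, the list median relative to all genes had a slope of -0.209 on the 3' to 5' difference (95% interval -0.417 to -0.000809), and -0.479 would be needed to give the whole shift of 0.86, of which that slope gives 0.37. That bound depended on how the list was summarised: the median deviation had a slope of -0.112 (interval -0.259 to 0.036), which takes in the needed -0.206, so a rise of the list and a difference in RNA integrity cannot be told apart. Dim probe sets were tested with 1 probe set per gene, where 80.41% of the changed list genes still rose.

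The fall of peripheral myelin genes in neurospheres against tissue was weighed against a lower share of glial cells. The median of 4 pan-glial genes (-3.57, range -5.55 to -1.13) differed from that of the myelin list (-3.79, range -7.84 to -0.21) by 0.2214 (exact p = 0.828). A lower share of glial cells could therefore give a median fall of this size. With 4 genes spread this widely, the test cannot show that it did so alone. RNA integrity as the whole cause needs the myelin median relative to all genes to rise within groups by 2.55 per unit of the 3' to 5' difference. The slope was 0.0597 (95% interval -0.768 to 0.887), and for the median deviation 0.101 (-0.317 to 0.519) where 2.23 was needed, so it was excluded as the whole cause, and a part of the fall stays open.

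The Y-linked genes were tested for whether the neurosphere arrays measured the offspring of the same cultures as the cultured cell arrays. For Eif2s3y, Kdm5d and Uty the lowest neurosphere array exceeded the highest cultured cell array by 2.81, 1.166 and 1.32 (log2), while the cultured cell arrays spanned 0.35, 0.61 and 0.18. This gap restated the pattern that prompted the test, so it cannot decide that question. The cultured cell arrays lay at background level (2.56 to 3.53), where a small share of male cells might not show. The Y-linked values show only that each gene was higher on every neurosphere array than on any cultured cell array. Xist was at 12.69 to 12.8 on the cultured cell arrays but at 5.85 and 8.97 on neurosphere replicates 1 and 3. For those replicates, Xist argues against offspring of the same cultures with an unchanged share of male cells. Neurosphere replicate 2, at 12.8, lay at the Xist level of the cultured cells.

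Of the 100 splits of the 9 arrays into groups, 1, the real one, gave as many genes in the F test (13001), and the highest other gave 922. For each of the 3 comparisons of 2 groups, 1 of 10 splits, the real one, reached the count, and the highest other gave 0, which is too few splits to judge.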
